# SDG2-Mediated H3K4 Methylation Is Required for Proper *Arabidopsis* Root Growth and Development

**DOI:** 10.1371/journal.pone.0056537

**Published:** 2013-02-19

**Authors:** Xiaozhen Yao, Haiyang Feng, Yu Yu, Aiwu Dong, Wen-Hui Shen

## Abstract

Trithorax group (TrxG) proteins are evolutionarily conserved in eukaryotes and play critical roles in transcriptional activation via deposition of histone H3 lysine 4 trimethylation (H3K4me3) in chromatin. Several *Arabidopsis* TrxG members have been characterized, and among them SET DOMAIN GROUP 2 (SDG2) has been shown to be necessary for global genome-wide H3K4me3 deposition. Although pleiotropic phenotypes have been uncovered in the *sdg2* mutants, *SDG2* function in the regulation of stem cell activity has remained largely unclear. Here, we investigate the *sdg2* mutant root phenotype and demonstrate that *SDG2* is required for primary root stem cell niche (SCN) maintenance as well as for lateral root SCN establishment. Loss of SDG2 results in drastically reduced H3K4me3 levels in root SCN and differentiated cells and causes the loss of auxin gradient maximum in the root quiescent centre. Elevated DNA damage is detected in the *sdg2* mutant, suggesting that impaired genome integrity may also have challenged the stem cell activity. Genetic interaction analysis reveals that *SDG2* and *CHROMATIN ASSEMBLY FACTOR-1* act synergistically in root SCN and genome integrity maintenance but not in telomere length maintenance. We conclude that SDG2-mediated H3K4me3 plays a distinctive role in the regulation of chromatin structure and genome integrity, which are key features in pluripotency of stem cells and crucial for root growth and development.

## Introduction

During multicellular organism development, each cell type elaborates a specific developmental program, and the acquired cell fate needs to be stably maintained. The root is an important organ required for plant nutrients and water acquisition from the soil. The well-defined and rather stereotypical cell organization of *Arabidopsis* roots makes it an excellent experimental system to study cell fate maintenance and cell differentiation [1], [2]. The root meristem contains four types of stem cells: epidermis/lateral root cap initials, cortex/endodermis initials, stele initials, and columella root cap initials. These stem cells surround the quiescent centre (QC), which is composed of a small number of mitotically less-active cells, together forming the root stem cell niche (SCN). Each type of stem cell undergoes an asymmetric division to give rise to one daughter cell that maintains the stem cell status and the other daughter cell developing into a specific cell type. As such, a root is viewed as a bundle of cell files in which cells are aligned along an age gradient from the initial daughter cells to mature cells at the distal end. QC promotes the continuous cell division of the initial cells and provides short-range signals to prevent stem cells from differentiation [3].

Both hormone signaling and transcriptional networks regulate root growth and development. The phytohormone auxin is involved in almost all processes of root development including SCN formation [4]–[6], root elongation [7], lateral root (LR) positioning and development [8]–[10]. INDOLE-3-ACETIC ACID/AUXIN (IAA/Aux) proteins act as repressors of auxin-responsive transcription [11]. Gain-of-function of IAA family members blocks auxin-induced pericycle cell divisions for LR initiation and also results in other auxin-related phenotypes, including primary root growth arrest, limited root hair formation and reduced root gravitropism [9], [12]–[18]. In addition to auxin, other phytohormones such as cytokinins and brassinosteroids (BRs) are also involved in the regulation of root meristem activity [2]. Recent studies have shown that BRs act on the root meristem size control independently of auxin [19], [20].

The generation of a differentiated cell from a stem cell involves chromatin-based epigenetic reprogramming of the genome to establish the appropriate cell-specific transcription program. Several studies have shown that hair cells and non-hair cells at the *Arabidopsis* root epidermis differ in chromatin organization and histone modifications [21]–[23]. The evolutionary conserved histone chaperones, i.e. CHROMATIN ASSEMBLY FACTOR-1 (CAF-1), the NAP1-family proteins NRP1 and NRP2, and the ASF1-family proteins AtASF1A and AtASF1B, have been shown to be required for normal root growth [24]–[26]. Histone acetylations play important roles in both root epidermis patterning and SCN maintenance [27], [28]. SCN maintenance also requires appropriate Polycomb-mediated histone H3 lysine 27 (H3K27) methylation; while increased H3K27 trimethylation (H3K27me3) levels inhibit meristematic activity and root growth, reduced H3K27me3 levels enhance meristematic activity and root growth [29].

The evolutionary conserved Trithorax group (TrxG) proteins antagonize Polycomb group (PcG) proteins, together forming central regulators of cell identity that act by maintaining a tight balance between cell proliferation and cell differentiation [30]–[32]. Several *Arabidopsis SET DOMAIN GROUP* (*SDG*) genes have been identified and shown to exhibit TrxG-like H3K4-methyltransferase activity (reviewed in [33]). *ATX1*/*SDG27* regulates floral organ development through activating the expression of several homeotic genes [34]. *ATX1*/*SDG27*, *ATX2/SDG30* and *ATXR7/SDG25* all are involved in the activation of *FLOWERING LOCUS C* (*FLC*) expression and flowering suppression [35]–[38]. *ATXR3/SDG2* has a more prominent/pronounced role in H3K4me3 deposition and knockdown of its function leads to pleiotropic plant phenotypes including dwarfism, impaired male and female gametophyte development [39], [40]. In spite of these uncovered important roles of TrxG genes in plant growth and development, their functions in stem cell activity and cell fate determinacy remains to be explored.

In this study, we show that the loss-of-function mutant *sdg2-3* exhibits root growth arrest and produces fewer LRs as compared to wild-type (WT) plants. The postembryonic root growth defects in *sdg2-3* are caused by disorganization and meristem activity arrest of SCN in the primary roots and by suppression of SCN formation in LR development. Auxin signaling is partially perturbed in *sdg2-3* and exogenous application of auxin or BR cannot fully rescue the *sdg2-3* mutant root growth phenotype. In line with SDG2 function as a H3K4-methyltransferase, the H3K4me3 level in *sdg2-3* is reduced in root cells and in particular also in SCN cells. Genetic interaction analysis shows that *SDG2* and *CAF-1* synergistically regulate root growth and genome integrity maintenance. Our study thus highlights a distinct role of *SDG2* in regulation of genome function and root meristem activity.

## Results

### Loss of *SDG2* Impairs Root Growth and Development

Investigation of plant growth revealed that the examined allelic mutants *sdg2-1*, *sdg2-2* and *sdg2-3* [39] all exhibit a short-root phenotype (shown for *sdg2-3* in Figure 1A). Subsequently we focused on *sdg2-3* for more detailed analyses. Starting from the fifth day after germination the *sdg2-3* mutant compared to WT showed clear primary root growth retardation, and the difference became increasingly evident along with plant age, e.g the *sdg2-3* primary roots reached only about 50% mean length compared to those of WT in 18-day-old plants (Figure 1B). LR formation was also affected in *sdg2-3*. To the naked eye, WT seedlings produced the first LR at about 9 days of age whereas *sdg2-3* seedlings started only after 15 days. The LR number per plant is significantly lower in the mutant than in WT as evidenced from above 10-day-old seedlings (Figure 1C).

**Figure 1:**
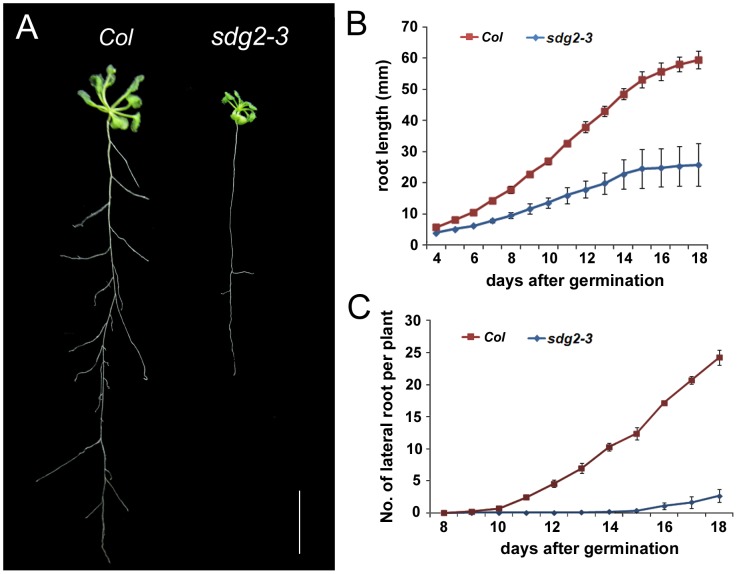
Loss of SDG2 reduces both primary and lateral root growth. A, Phenotypes of wild-type *Col* and the mutant *sdg2-3* seedlings at 26 days after germination. Bar = 1 cm. **B**, Comparison of primary root length between *Col* and *sdg2-3* from 4 to 18 days after germination. **C**, Comparison of lateral root number between *Col* and *sdg2-3* from 8 to 18 days after germination. All data are mean values from two independent experiments with each of at least 20 plants. Bars indicate SD.

### *SDG2* is Required for Root SCN Organization and Function

The reporter line *DR5:GUS* marks the earliest events associated with LR formation [41], [42]. To investigate *SDG2* effects on LR formation in more detail, we introgressed *DR5:GUS* into *sdg2-3* by genetic crosses. Histochemical analysis revealed that *DR5:GUS* is expressed in all stages and morphologically recognizable LR primordia in *sdg2-3* as in WT (Figure 2A, developmental stage according to Malamy and Benfey [43]). Remarkably, we found that the majority of LR primordia from 10-day-old seedlings accumulate at developmental stage I and II in *sdg2-3* as compared to WT (Figure 2B). After stage IV LR development was drastically blocked in *sdg2-3* (Figure 2B). These observations support our previous idea and further provide detailed information that LR formation in *sdg2-3* is primarily inhibited from developmental stage VI on, at a time when a critical mass of cells is reached to form a structured root SCN.

**Figure 2:**
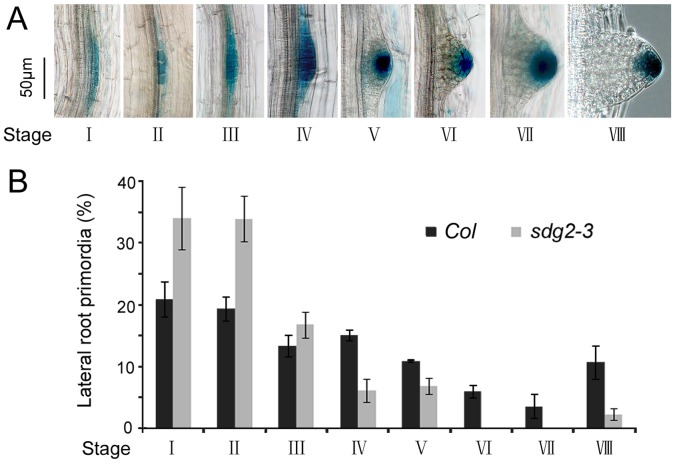
Loss of SDG2 distinctively affects different developmental stages of lateral root formation. A, Developmental stages of lateral root formation. Images was captured after histochemical GUS staining of roots from 10-day-old *Col* seedlings expressing *DR5:GUS.* Developmental stage nomenclature was according to Malamy and Benfey [43]. Bar = 50 µm. **B**, Relative distribution of developmental stages of lateral root primordia observed in 10-day-old seedlings of the wild-type *Col* and the mutant *sdg2-3*. Primordia were counted and examined for developmental stages from at least 20 plants, and the experiments were repeated three times. Mean values of percentage are shown and bars indicate SD.

We further examined SCN organization in the primary roots. Consistent with the short-root phenotype, the size of the root apical meristem (RAM) was reduced in *sdg2-3* compared to WT (Figure 3A and 3B). A close examination of the root tip revealed that WT roots contain the regular and arc-shaped arrangement of the four layers of starch granule-rich columella cells and a layer of starch granule-lacking columella initial cells located under the QC layer (Figure 3C). In *sdg2-3* roots, the columella cells were displayed in disorganized cell layers and starch granules were observed in cells adjacent to QC (Figure 3D), indicating a loss of columella initial cell identity. In addition, expression of the QC specific marker *QC25:GUS* [44] was detected at lower levels and in a fewer number of cells in *sdg2-3* compared to WT roots (Figure 3C, D). Further propidium iodide (PI) staining and microscopy analysis revealed that, compared with WT (Figure 3E), the *sdg2-3* mutant contains a disorganized SCN with reduced number of QC cells, fewer and less recognizable stem cells of stele initials, as well as fewer cortex/endodermis initials, epidermis initials, and columella root cap initials (Figure 3F). The cell size was also largely more variable, with either increased or reduced volume, in each type of cells within SCN of *sdg2-3* as compared to WT. As compared to the so far described defects in the primary roots of 6-day-old *sdg2-3* seedlings, the primary roots of 14-day-old *sdg2-3* seedlings showed similar SCN defects but to a more severe degree (Figure 3H), whereas the regular SCN organization in WT was stably maintained (Figure 3G). It appears that during postembryonic seedling growth the *sdg2-3* root SCN gradually loses cell identity and stem cell function, causing root growth arrest.

**Figure 3:**
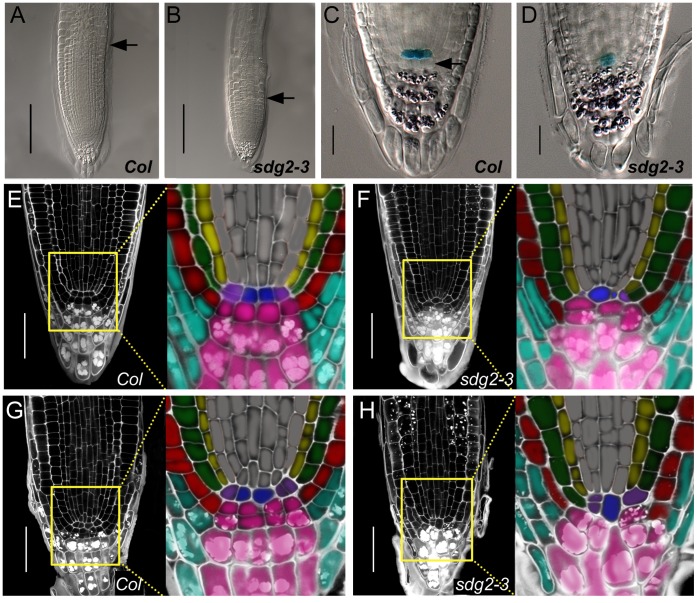
Loss of SDG2 impairs the primary root stem cell niche maintenance. A and **B**, Comparison of primary root apical meristem sizes between wild-type *Col* and the mutant *sdg2-3*, respectively. DIC images were taken on the roots of 6-day-old seedlings. Arrowheads indicate positions of the transition from meristem to elongation zone. Bar = 100µm. **C** and **D**, Comparison of *QC25:GUS* expression and root cap cell layer organization between *Col* and *sdg2-3*, respectively. DIC images were taken on GUS- and Lugol-stained root tips of 6-day-old seedlings. Arrowheads indicate the columella initial cell layer. Bar = 20 µm. **E** and **F**, Comparison of cell layer organization of root apical meristem between *Col* and *sdg2-3*, respectively. Confocal images were taken on PI-stained roots of 6-day-old seedlings. Bar = 50 µm. The close-up regions are shown by color indication of different cell types: QC cell in blue, columella root cap and columella initial cells in rose, lateral root cap cells in sky-blue, epidermal cells and epidermis/lateral root cap initials in red, cortex cells in green, endodermal cells in yellow, cortex/endodermis initials in purple, stele cells and stele initials in gray. **G** and **H**, Comparison of cell layer organizations of root apical meristem between *Col* and *sdg2-3*, respectively. Confocal images were taken on PI-stained roots of 14-day-old seedlings. Bar = 50 µm. The close-up regions are shown with colorations as described in **E** and **F**.

Taken together, our results indicate that *SDG2* function is required for SCN establishment for LR development and is critical for stable maintenance of SCN organization and function in primary roots.

### Auxin Regulation is Partly Disrupted by Loss of *SDG2* Function

To gain further insight into the mechanisms underlying the *sdg2-3* root SCN defect, we introgressed into *sdg2-3* the marker *DR5:GFP* which reports auxin signaling in single cells [45], [46]. In WT roots expressing *DR5:GFP*, the GFP signal was detected at high levels in columella cells, columella initial cells and QC cells (Figure 4A). In *sdg2-3* roots, the intensity of GFP signal appeared slightly weaker and most importantly the auxin gradient and maximum in QC were lost; almost no GFP signal could be detected at QC position (Figure 4B). Next, we performed quantitative real-time RT-PCR analysis for auxin-related genes to compare their expression in WT and *sdg2-3* roots. As shown in Figure 4C, expression of each *IAA14*, *IAA19, IAA29, IAA34*, and to a lesser extent of *IAA28*, was significantly increased whereas expression of *IAA2, IAA16* and *IAA30* was unchanged in *sdg2-3*. An increase of expression in *sdg2-3* was also observed for the cell cycle inhibitory gene *RETINOBLASTOMA RELATED* (*RBR*, Figure 4C). Because *RBR* and several *IAA* genes are known to negatively regulate root growth [9], [14], [17], [47], their upregulation is consistent with the root growth suppression phenotype of the *sdg2-3* mutant. Nevertheless, because *SDG2* acts as an activator of gene transcription [39], [40], it is likely that the observed gene upregulation is caused indirectly by the *sdg2-3* mutation. An auxin-mediated *PLETHORA* (*PLT*) pathway is essential for root SCN maintenance [48], consistently the expression of *PLT1* (but not *PLT2*) was reduced in *sdg2-3* roots (Figure 4C).

**Figure 4:**
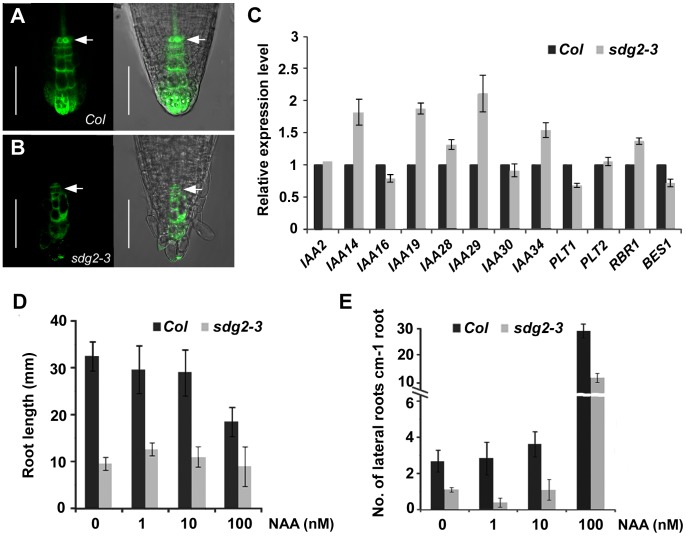
Loss of SDG2 partially affects auxin regulation in roots. A and **B**, Comparison of the expression pattern of *DR5:GFP* reporter in 5-day-old wild-type *Col* and the mutant *sdg2-3*, respectively. Note that auxin gradient maximum in QC visualized by *DR5:GFP* expression in *Col* is lost in *sdg2-3*. Bar = 50 µm. **C**, Relative gene expression levels determined by quantitative RT-PCR analysis. RNA was prepared from roots of 20-day-old *Col* or *sdg2-3* seedlings. RT-PCR was performed using gene specific primers and normalized using *ACTIN2* as reference. Relative expression levels of the indicated genes are shown as mean values from three biological repeats and with *Col* value setting as 1. Bars indicate SD. **D**, Effects of exogenous NAA on root elongation of *Col* and *sdg2-3* seedlings. Seeds were germinated and grown on medium containing the indicated concentration of NAA. Root length is shown as a mean value obtained from three independent experiments with each experiment comprising 20 plants. Bar indicates SD. **E**, Effects of exogenous NAA on lateral root (LR) formation of *Col* and *sdg2-3* seedlings. LR and primordia were counted using the GUS reporter of 10-day-old *Col* or *sdg2-3* seedlings expressing *CYCB1;1:GUS*. The total number of LR and primordia was divided by root length to report LR formation ability of individual plants. Mean values obtained from three independent experiments and 20 plants per sample per experiment are shown, and bars indicate SD.

We addressed the question as to whether auxin supply would rescue the *sdg2-3* mutant phenotype. Root growth was investigated in the presence of various concentrations of exogenous 1-naphthalene acetic acid (NAA). We found that root growth is less responsive to NAA inhibition in *sdg2-3* compared to WT (Figure 4D). Nevertheless, in no case *sdg2-3* root growth could reach that of WT. To examine LR development in the presence of NAA, we introgressed into *sdg2-3* the marker *CYCB1;1:GUS*, which reports cell division activity and lateral root primordia formation [49], [50] (Supplementary Figure S1). At low concentrations (1 or 10 nM), an NAA effect on LR formation was not evident. However, NAA at 100 nM drastically stimulated LR formation in WT and *sdg2-3* (Figure S1 and 4E). In the latter case, the LR and primordia number per root length was still significantly lower in *sdg2-3* compared to WT (Figure 4E). Taken together, our data indicate that loss of *SDG2* function affects partially auxin regulation but the mutant plants remain responsive to auxin and exogenous auxin supply could not fully rescue the mutant root defects. A slight downregulation of *BES1*, which encodes a key transcription factor of the BR signaling pathway [51], was observed in *sdg2-3* (Figure 4C). However, similar to auxin exogenous brassinolide (BL, a type of bioactive BR) also could not fully rescue the *sdg2-3* mutant root defects (Supplementary Figure S2). It appears that *SDG2* determines root meristem activity not only through a specific phytohormone-signaling pathway.

### *SDG2* and *CAF-1* Synergistically Regulate Root Meristem Activity

CAF-1 regulates histone deposition in chromatin and the loss-of-CAF-1 mutants *fas1* and *fas2* exhibit multiple defects of root development, including loss of SCN [24], perturbed cell fate at epidermis [21], and compromised LR development [52]. We asked whether SDG2 and CAF-1 act in a same regulatory pathway. To address this question, we generated the *sdg2-3 fas2-4* double mutant by genetic crosses between the *sdg2-3* and *fas2-4* single mutants. The double mutant showed a drastically arrested growth phenotype (Figure 5A). While the *sdg2-3* and *fas2-4* single mutants showed a similar short-root phenotype, a synergistic effect of *sdg2-3* and *fas2-4* on root growth inhibition was observed (Figure 5A and 5B). The mean root length of the double mutant *sdg2-3 fas2-4* reached to less than 20% of that of *fas2-4* at 16 days after germination (Figure 5B). The regular arrangement of the cell layers at RAM was disturbed in *fas2-4* (Figure 5C and 5E), which is in agreement with the previous report on another mutant allele *fas2-1* [24]. Compared with the single mutant *fas2-4* (Figure 5C), the double mutant *sdg2-3 fas2-4* showed much fewer starch granules at the root tip cells (Figure 5D). The PI staining and microscopy analysis showed that the typical cellular organization of SCN was totally lost in *sdg2-3 fas2-4* (Figure 5F). The severe disorganization and loss of SCN are consistent with the drastic root growth defects observed in *sdg2-3 fas2-4*. The synergistic effect of *sdg2-3* and *fas2-4* indicates that *SDG2* and *CAF-1* act in genetically parallel pathways and they are independently required for the maintenance of root SCN organization and stem cell activity.

**Figure 5:**
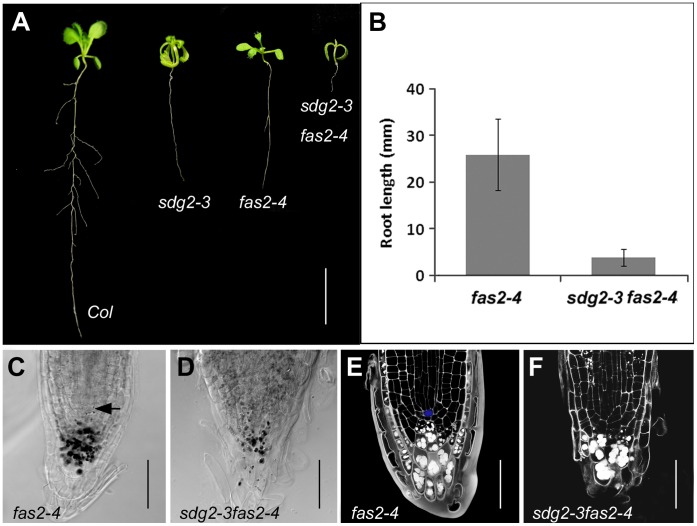
Loss of SDG2 synergistically enhances growth defects of the CAF1 loss-of-function mutant *fas2-4*. A , Representative example of 14-day-old seedling of the wild-type *Col*, the single mutants *sdg2-3* and *fas2-4,* and the double mutant *sdg2-3 fas2-4*. Bar = 1 cm. **B**, Comparison of primary root length between *fas2-4* and *sdg2-3 fas2-4* on 16-day-old seedlings. Root length is shown as a mean value from two independent experiments with each comprising at least 20 plants. Bar indicates SD. **C** and **D**, Comparison of root cap cell organization between *fas2-4* and *sdg2-3 fas2-4*, respectively. DIC images were taken on Lugol-stained root tips of 6-day-old seedlings. Arrowhead in **C** indicates QC position. Bar = 50 µm. **E** and **F**, Comparison of cell layer organizations of root apical meristem between *fas2-4* and *sdg2-3 fas2-4*, respectively. Confocal images were taken on PI-stained roots of 6-day-old seedlings. The QC cell in **E** is marked in blue. Bar = 50 µm.

### *SDG2* is Involved in Global H3K4me3 Deposition in Root Cells and in the Maintenance of Genome Integrity

Finally, we addressed the questions whether *SDG2* is required for H3K4me3 deposition in specific root cells and whether it affects genome integrity. Previous western blot analyses have shown that H3K4m3 level is reduced in *sdg2* mutant plants [39], [40]. We analyzed H3K4me3 levels in individual cells by whole-mount root immunofluorescence [53]. In WT roots, a strong H3K4me3 signal was detected in the nuclei of all cells except for stele cells which showed a weak H3K4me3 signal (Figure 6). In *sdg2-3* roots, the H3K4me3 signal was drastically reduced, with only a small number of cells showing clear visible immunofluorescence (Figure 6). Most remarkably, root SCN cells and in particular QC cells showed strong H3K4me3 immunostaining in WT but a very weak signal in *sdg2-3* (Figure 6). These observations demonstrate that SDG2 is a H3K4-methyltransferase required for global H3K4me3 deposition in root cells, and that impaired H3K4me3 deposition correlates with interrupted stem cell function in the *sdg2-3* mutant root SCN.

**Figure 6:**
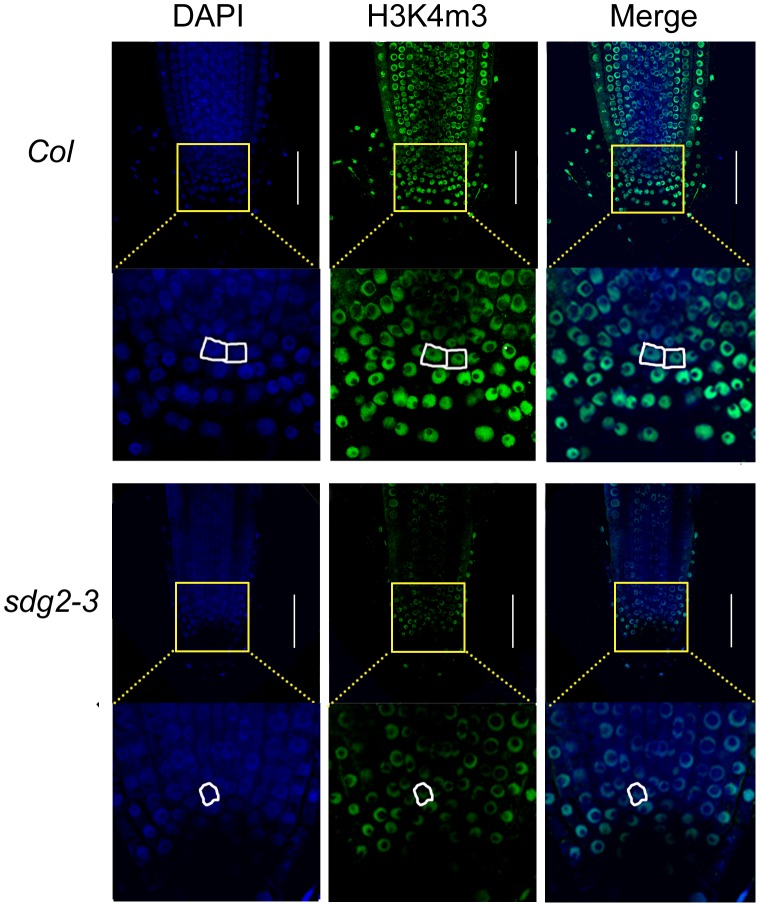
Loss of SDG2 drastically reduces nuclear H3K4me3 levels in root cells. Whole-mount root immunofluorescence staining was performed using an antibody specifically recognizing H3K4me3. Panels from left to right subsequently show confocal images of DAPI, H3K4me3 and merged signals. Close-up images show regions around the root stem cell niche with the QC cells circled. Bar = 50 µm.

Dynamic chromatin and stringent protection of genome integrity are important features of plant SCN. Indeed, histone chaperone (CAF-1, NRPs or ASF1) mutants exhibiting root growth defects also show increased DNA damage [25], [26], [54], [55]. We performed comet assay to investigate the level of DNA damage in WT and mutants *sdg2-3*, *fas2-4* and *sdg2-3 fas2-4* seedlings. Figure 7A shows typical nuclei comets observed in WT and mutants. As shown in Figure 7B, the percentage of DNA in comet tails was slightly increased in *sdg2-3* and *fas2-4* seedlings compared to that of WT. In the *sdg2-3 fas2-4* double mutant, the DNA damage level was drastically enhanced (Figure 7B), indicating a synergistic role of *SDG2* and *CAF-1* in the protection of genome integrity. Consistent with increased levels of DNA damage, several genes involved in DNA repair (including *RAD51*, *RAD51c*, *RAD54* and *PARP1*) were activated in the mutants (Figure 7C). The *sdg2-3 fas2-4* double mutant behaved relatively similar to the single mutants in DNA repair gene activation (Figure 7C), indicating that the observed gene activation is not quantitatively correlated with DNA damage levels. Finally, we investigated telomere length in WT, *sdg2-3*, *fas2-4* and *sdg2-3 fas2-4.* Consistent with previous reports [55], [56], *fas2-4* caused telomere shortening (Figure 7D). In contrast, *sdg2-3* had no detectable effect on telomere length (Figure 7D). These results indicate that SDG2 differs from CAF-1 in regulating genome integrity and chromatin function.

**Figure 7:**
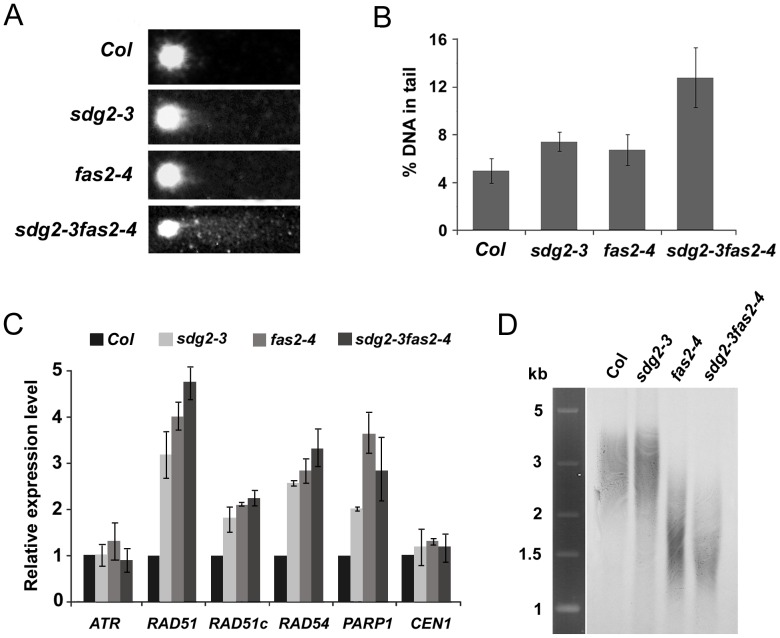
Loss of SDG2 synergistically enhances the CAF1 loss-of-function mutant *fas2-4* in causing genome DNA damage but not telomere shortening. **A,** Representative comet images of the wild-type *Col* and the mutants *sdg2-3*, *fas2-4* and *sdg2-3 fas2-4*. Note the intact nucleus at the left and comet tail formed by fragmented nuclear DNA to the right on each panel. **B,** DNA damage levels as measured by the percentage of DNA in the comet tails of nuclei for the wild-type and mutants. The mean value of more than 100 nuclei is shown with a SD bar. **C,** Relative expression levels of DNA repair genes determined by quantitative RT-PCR analysis. RNA was prepared from 14-day-old *Col*, *sdg2-3*, *fas2-4* or *sdg2-3 fas2-4* seedlings. RT-PCR was performed using gene-specific primers and normalized using *ACTIN2* as reference. Relative expression levels of the indicated genes are shown as mean values from three biological repeats and with *Col* value setting as 1. Bars indicate SD. **D,** Telomere length comparison between wild-type and mutants. Genomic DNA was digested with *Mse*I, and DNA gel blot analysis was performed using a DIG-labeled telomere repeat as the probe. Note that telomeres are shortened to similar degree in *fas2-4* and *sdg2-3 fas2-4* but not in *sdg2-3* as compared to *Col*.

## Discussion

In this study, we provide evidence that TrxG gene and H3K4me3 play crucial roles in root stem cell fate establishment and maintenance during plant postembryonic development. We have demonstrated that: 1) the TrxG-family member SDG2 is necessary for H3K4me3 deposition in root cells, particularly in the SCN cells; 2) the loss-of-function mutant *sdg2-3* exhibits SCN disorganization and stem cell termination, causing primary root growth arrest; 3) *sdg2-3* also exhibits defects in SCN establishment, causing inhibition of LR development. Our finding reinforces the current thought that chromatin structure is crucial in pluripotency, which is a defining feature of stem cells, and that reprogramming of chromatin epigenetic states occurs and accompanies cell differentiation and cell fate establishment throughout plant ontogeny.

Previous studies showed that SDG2 specifically methylates H3K4 *in vitro* and loss of SDG2 results in global genome-wide reduction of H3K4me3 *in planta* [39], [40]. The *SDG2* gene is ubiquitously expressed in various plant organs including roots, stems, leaves, inflorescences, young floral organs and primordia [39], [40]. Consistently, the loss of SDG2 mutants display pleiotropic phenotypes including shorter roots, smaller rosettes, shorter stems and impaired gametophyte development. The transition from vegetative to reproductive growth has been reported to be altered in *sdg2* mutants in some studied conditions but not always consistently [39], [40], [57]. The precise cause of discrepancy remains unknown. The severely affected growth in *sdg2* mutants likely makes flowering more influenced by environmental conditions, and also introduces a layer of complexity in flowering time measurement (by days to flowering or by leaf number at flowering). Our study, here focused on roots, discovers a critical function of SDG2-mediated H3K4me3 in SCN establishment and maintenance. Distinct from the loss of CAF-1 mutants (*fas1* or *fas2*) that show root growth inhibition but shoot fasciation [24], the *sdg2* mutants show both root and shoot growth inhibition. Strikingly, the double mutant *sdg2-3 fas2-4* shows drastically enhanced defects of root SCN organization and function, and also of shoot growth (Figure 5A). Future studies will be required to investigate shoot SCN to uncover the cellular and molecular mechanisms underlying common and specific roles of the chromatin regulators SDG2 and CAF-1 in the regulation of root and shoot stem cell activity.

We have shown that the auxin gradient maximum which appeared in the QC cells in WT was lost in *sdg2-3* roots (Figure 4). Previous genetic analysis shows that auxin acts upstream of the major regulators of stem cell activity [4], [6], and the QC ablation experiment demonstrates that reestablishment of auxin maximum is earlier than the re-specification of a new QC in root [46]. We thus believe that the loss of auxin accumulation and gradient is a potent cause of the irregular cell shape and position of QC in *sdg2-3*. High levels of auxin promote the proteosome-mediated degradation of IAA proteins, which act as repressors of auxin response by binding Auxin Response Factors (ARFs) to regulate downstream gene transcription. Several IAA genes, including the previously characterized ones: *IAA14*, *IAA19* and *IAA28* [9], [14], [17], are upregulated in *sdg2-3*, further supporting a perturbed auxin pathway by loss of SDG2 function. Nonetheless, *sdg2-3* is still responsive to auxin in root elongation and LR formation tests, and its defective root growth/developmental phenotype cannot be fully rescued to WT in all our studied growth conditions.

Another cause of the mutant root growth/developmental defects might reside in the altered transcriptional reprogramming of the genome associated with H3K4me3 reduction in chromatin. 

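RNA from 15-day-old seedlings of WT (Columbia) and of the *sdg2-1* mutant was labelled with the single dye Cy3 and hybridized to Agilent *Arabidopsis* expression arrays, with 3 arrays per genotype. Each array carried 43603 probes other than controls, of which 36576 were assigned to 26642 genes, mostly through transcript accessions in the files. The spots well above background numbered 28598, 30520 and 29852 on WT replicates 1, 2 and 3, and 29152, 29569 and 30488 on *sdg2-1* replicates 1, 2 and 3. Among them 0 spots were saturated, and the number of arrays limits the precision of every value. The authors deposited the scanner intensities, from which Feature Extraction had subtracted the background within each array. They also deposited a table of log2 values, whose sorted columns differed by at most 7.7e-04, so that the arrays in it had been quantile-normalized. The text of the paper does not name the normalization or the test behind its list of misregulated genes. Here the log2 intensity of each probe minus the 75th percentile of its array was taken as the signal, and 1 probe per gene was used, the one with the highest mean over the 6 arrays. The genotypes were compared with limma over the 18882 genes whose probe was well above background on all 3 arrays of at least 1 genotype. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold were called misregulated. Where a probe was not well above background on any array of a genotype, its change is given only as a bound. The bound sets the mean of the brighter genotype against the lowest signal well above background on each array of the other, or the probe's own signal where that was higher. For probes above background on only some arrays of the dimmer genotype, a bound with their own signal on those arrays was added after seeing the data. Each bound is one for the mean over arrays, so that a single measured array can differ by less. The mutated gene was measured first. The brighter of the 2 probes of *SDG2* (At4g15180), at 8662365 to 8662424 on chromosome 4 of the build ath1:Jan2004 named in the files, had log2 signals of −0.41, −0.52 and −0.58 in WT and of −5.43, −8.10 and −8.46 in *sdg2-1*. In *sdg2-1* it was well above background on 1 of 3 arrays, and its signal was at least 40.4-fold lower than in WT. The fitted log2 change, which takes the background signals as they are, was −6.83 (standard error 0.81, adjusted p = 0.0205 from limma), and −5.03 under normexp. The other probe, at 8661780 to 8661839, was at least 6.30-fold lower in *sdg2-1*, where 0 of 3 arrays measured it above background (adjusted p = 0.00550 from limma). Without any 1 of the arrays of replicates 2 and 3, the adjusted p was between 0.113 and 0.122 for the brighter probe and between 0.0422 and 0.0778 for the other. Replicates 2 and 3 of a genotype differed far less from each other than from replicate 1. The SD of the log2 difference over genes was 0.175 between WT replicates 2 and 3 and 0.129 between *sdg2-1* replicates 2 and 3, whereas it was 1.09 between WT replicates 1 and 2 and 0.864 between *sdg2-1* replicates 1 and 2. At 15 probes spotted 5 times on each array, the variance between replicates 2 and 3 was 7.69 times that from the repeated spots in WT and 4.11 times in *sdg2-1*. A second hybridization of the same RNA would also add variance, so that this does not show whether replicates 2 and 3 come from separate RNA. All 6 arrays were kept as the biological replicates that their labels describe, and counts with replicates 2 and 3 averaged were computed beside them. A principal component analysis placed replicate 1 of both genotypes apart on the first component, which held 53.6% of the variance.

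**Figure D1:**
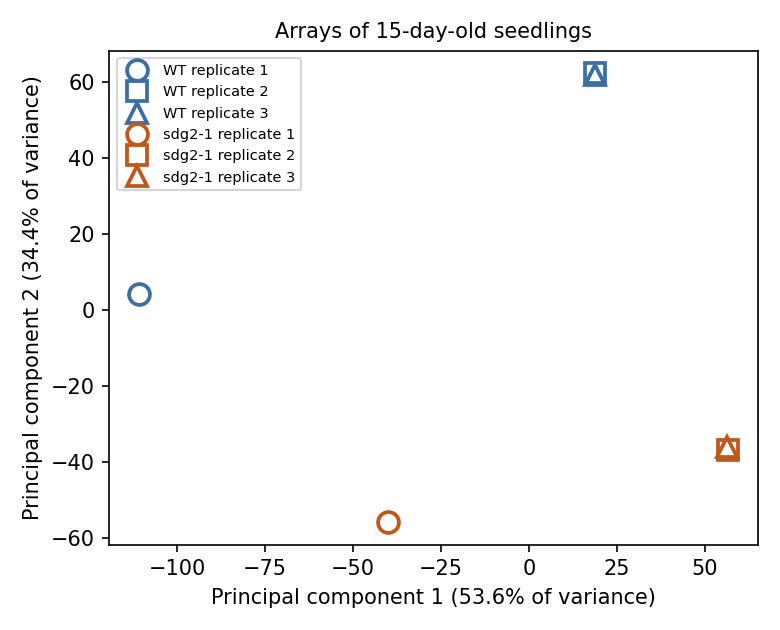
The 6 arrays on the first and second principal components of the log2 signals of the tested genes, with the percent of variance on each axis. Colours show the genotype and symbols the replicate; replicates 2 and 3 of each genotype lie almost on 1 point, and replicate 1 lies lower on the first component, at −110.9 in WT and −40.0 in *sdg2-1*.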

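In the 15-day-old seedlings, 510 genes were misregulated in *sdg2-1*, 269 of them lower and 241 higher than in WT. They are 1.91% of the 26642 genes on the arrays and 2.70% of the genes tested. An unadjusted p under 0.05 was reached by 3992 genes, or 21.1% of those tested. For 5861 genes, 31.0% of those tested, all 3 *sdg2-1* arrays lay beyond all 3 WT arrays, and the 510 misregulated genes were all among these. Chance would give 10% for 6 exchangeable arrays, and the 9 other splits into 3 and 3 gave 0.863% to 14.9%. With replicates 2 and 3 averaged as 1 sample, compared after seeing the data, the share was 35.5%, where chance would give 33.3% for 4 exchangeable samples. Replicates 2 and 3 are close and replicate 1 lies apart, so that the arrays are not exchangeable and neither share tests the genotypes against chance. With the replicate number as a block in the fit, 1179 genes were misregulated, or 4.43% of the genes on the arrays, and 478 of the 510 kept their call. Of the other thresholds, an adjusted p under 0.01 gave 34 genes or 0.128%, and a 2-fold change with no p-value gave 2188 or 8.21%. The calls depended on replicates 2 and 3. Without WT replicate 2 only 6 genes were misregulated, without WT replicate 3 only 1, without *sdg2-1* replicate 2 only 1 and without *sdg2-1* replicate 3 only 2. In contrast, 1388 were misregulated without WT replicate 1 and 1213 without *sdg2-1* replicate 1. With replicates 2 and 3 of each genotype averaged and counted as 1 sample, a setting chosen after seeing the data, limma called 0 genes, and 1199 had an unadjusted p under 0.05, or 2818 with the replicate block as well. Ranked by fitted change, in which probes near background have no measured rank, the genes named for large falls besides *SDG2* were *XTH15* (At4g14130), *MRD1* (At1g53480), *UNE15* (At4g13560) and At3g55230. The log2 signal of *XTH15* was 1.94 ± 0.78 (SD, n = 3) in WT and −4.13 ± 0.24 (SD, n = 3) in *sdg2-1*, a log2 fold change of −6.07 (standard error 0.41, adjusted p = 0.00788 from limma). *MRD1* had a log2 fold change of −5.80 (standard error 0.28, adjusted p = 0.00628 from limma). *UNE15*, well above background on 1 of 3 *sdg2-1* arrays, was at least 18.0-fold lower, with a fitted log2 change of −5.03 and an adjusted p of 0.0271. At3g55230 was at least 5.43-fold lower in *sdg2-1*, where 0 of 3 arrays measured it above background (adjusted p = 0.0186 from limma). The genes named in the same way for large rises were *ASE3* (At4g38880), *EDA36* (At4g13890), At1g66860, *OSM34* (At4g11650) and *SAG12* (At5g45890). On the WT arrays *ASE3*, At1g66860 and *SAG12* were not well above background, and their signals were at least 41.3-fold, 23.0-fold and 8.46-fold higher in *sdg2-1* (adjusted p = 0.0185, 0.0486 and 0.0286 from limma). Without *sdg2-1* replicate 1, a comparison chosen after seeing the data, these bounds were 21.4-fold, 46.4-fold and 4.82-fold. *EDA36* rose from −6.06 ± 0.05 (SD, n = 3), with 1 of 3 WT arrays well above background, to −0.55 ± 0.09 (SD, n = 3), at least 42.4-fold higher, with a fitted log2 change of 5.51 and an adjusted p of 2.72e-04 from limma. *OSM34*, well above background on 2 of 3 WT arrays, was at least 36.1-fold higher in the mean over arrays, with a fitted log2 change of 5.33 (standard error 0.60, adjusted p = 0.0194 from limma). Without WT replicate 1, on which *OSM34* was dimmest, its fitted log2 change was 4.63. Without any 1 of the arrays of replicates 2 and 3, the adjusted p of these genes rose above 0.05, except that of *EDA36* and, without WT replicate 2, that of *MRD1*. That of At1g66860 was also above 0.05 under normexp (0.0580), with no filter on background, with a trended variance and without WT replicate 1, that of *SAG12* under normexp (0.0636) and that of *UNE15* with the slide as a block (0.0507). With replicates 2 and 3 averaged, all of these genes kept their direction, and their adjusted p lay between 0.452 for *EDA36* and 0.679 for At1g66860. The paper names altered transcriptional reprogramming that goes with reduced H3K4me3 as another possible cause of the root defects of the mutant.

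**Figure D2:**
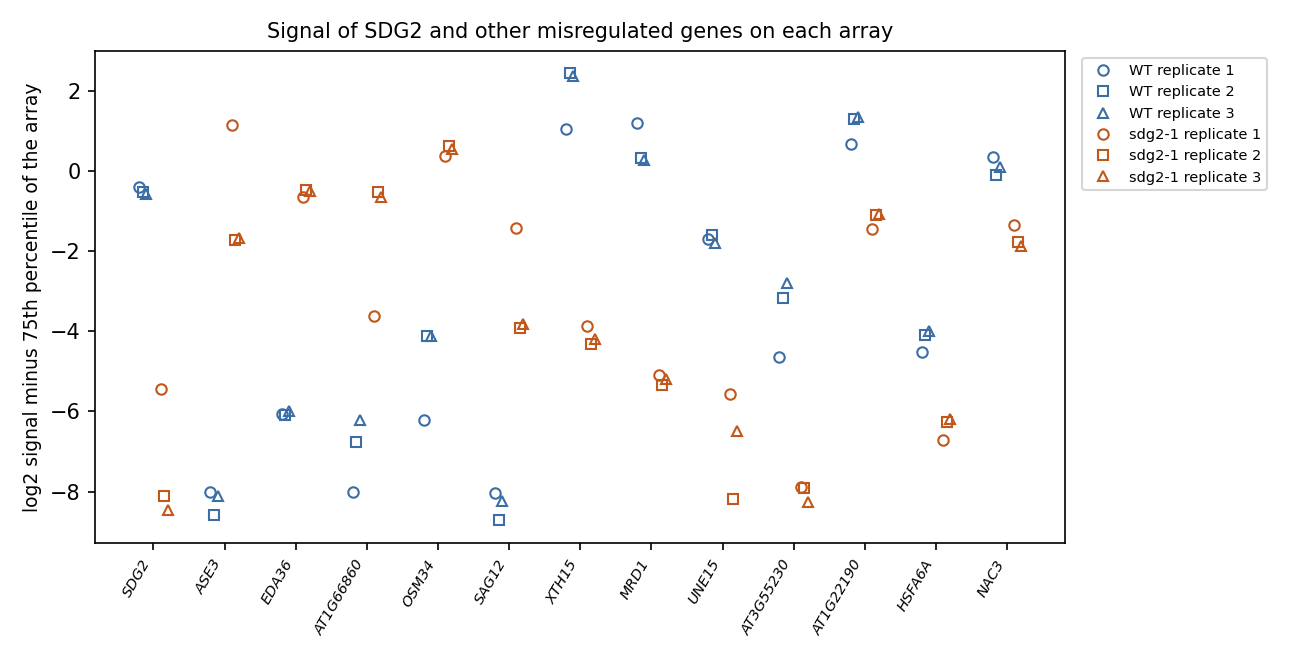
The log2 signal minus the 75th percentile of the array, for *SDG2*, the genes named for large fitted rises and falls, and the transcription factor genes named for large falls other than *IAA16* and *IAA30*. Each symbol is 1 array. For every gene shown, the 3 *sdg2-1* arrays lie on one side of the 3 WT arrays, which the choice of the genes other than *SDG2* required. *SDG2* lies between −0.58 and −0.41 in WT and between −8.46 and −5.43 in *sdg2-1*. Signals of probes that are not well above background are drawn as measured.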

Transcriptome analysis on 15-day-old (accession GSE39898) or 10-day-old (accession GSE23208 [40]) seedlings has revealed that about 10% of all genes are misregulated in the *sdg2* mutant. Many genes encoding transcription factors are among the downregulation category of misregulated genes. It is currently unknown whether any of these genes constitute ‘master regulators’ of root growth and/or development. 

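Of the 26642 genes on the arrays, 1596 match a fixed list of transcription factor terms, and 1058 of these were tested. The match was to array descriptions, or to gene symbols where no description was informative. Among the 269 downregulated genes, 17 encode transcription factors (6.32%), compared with 15 of the 241 upregulated genes (6.22%). The 2 shares did not differ (odds ratio 1.02, two-sided Fisher's exact test, p = 1). Nor did the share among downregulated genes differ from the 1041 of 18613 other tested genes, or 5.59% (odds ratio 1.14, two-sided Fisher's exact test, p = 0.592). Genes are not independent replicates in these tests. With only the words transcription factor as the criterion, 16 downregulated genes (5.95%) and 11 upregulated genes (4.56%) matched. With the replicate number as a block, 54 of 623 downregulated genes encoded transcription factors (8.67%), above the share of the other tested genes (odds ratio 1.63, two-sided Fisher's exact test, p = 0.00137) but not above that of the upregulated genes (6.65%, p = 0.229 from the same test). It was also above the share of the other tested genes with an unadjusted p under 0.05 and a 2-fold change (70 genes, Fisher's exact p = 8.64e-05) and with a 2-fold change alone (100 genes, p = 5.48e-06 by the same exact test). Without *sdg2-1* replicate 1 there were 52 (9.08%, p = 0.00134 against the other tested genes by Fisher's exact test), and without WT replicate 1 there were 60 (7.28%, p = 0.0544). There were 0 without any 1 of the other arrays, where at most 1 gene was downregulated. Among upregulated genes the share was 7.59% with the unadjusted p and a 2-fold change, and 7.32% with a 2-fold change alone. It was 9.69% without *sdg2-1* replicate 1 and 7.45% without WT replicate 1. The downregulated genes did not differ from these shares (two-sided Fisher's exact tests, p = 0.349, 0.210, 0.768 and 0.917). As a set, the 1058 tested genes had a median log2 fold change of −0.04, against 0.05 for the other tested genes (camera in limma with a preset correlation of 0.01, p = 0.0990). Nor was p under 0.05 with the correlation estimated from the data (p = 0.104) or with fry in limma (p = 0.176). Other settings changed this. With the preset correlation, camera gave p = 0.0443 with quantile normalization, 0.0464 with normexp, 0.0448 with the values of the authors and 0.0752 with the replicate block. With the estimated correlation, these settings gave p = 0.00965, 0.0119, 0.00960 and 0.0276, and a filter on all arrays gave 0.0435. Fry gave p = 0.0473 with quantile normalization, 0.0459 with the values of the authors, 0.0480 with the filter on all arrays, 0.0129 with the replicate block and 0.0353 with the slide block. Ranked by fitted change, the transcription factor genes named for large falls were At1g22190, *HSFA6A* (At5g43840), *IAA30* (At3g62100), *IAA16* (At3g04730) and *NAC3* (At3g29035). At1g22190, described as an AP2 domain transcription factor, had a log2 fold change of −2.31 (standard error 0.23, adjusted p = 0.0159 from limma). *HSFA6A*, which encodes a heat shock transcription factor, was at least 3.43-fold lower in *sdg2-1*, where 0 of 3 arrays measured it above background. *IAA30*, well above background on 1 of 3 *sdg2-1* arrays, was at least 3.13-fold lower, with a fitted log2 change of −2.03 (standard error 0.21, adjusted p = 0.0170 from limma). *IAA16* had a log2 fold change of −1.80 (standard error 0.15, adjusted p = 0.0120 from limma). *NAC3* had 3 probes, all lower in *sdg2-1*, and its brightest gave a log2 fold change of −1.78 (standard error 0.20, adjusted p = 0.0197 from limma). Each of these falls lost its adjusted p under 0.05 without any 1 of the arrays of replicates 2 and 3, with the direction kept.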

Loss of CAF-1 can alter H3.1 and H3.3 composition within *Arabidopsis* chromatin [52] and differences exist between the H3.1 and H3.3 methylations [58], pointing to a possible mechanism of crosstalk between SDG2 and CAF-1. Yet, the number of misregulated genes is much lower in *fas2* seedlings (<1% of all genes [59]), and there is no overlap of genes misregulated in *sdg2* and *fas2*. The synergistic effects of *sdg2-3* and *fas2-4* on plant growth and development also highlight an independent function between *SDG2* and *CAF-1*. It is likely that *SDG2* and *CAF-1* regulate independent but interactive pathways to determine stem cell activity.

Genome stability is also affected in *sdg2-3*. Loss of SDG2 leads to slightly but significantly increased levels of DNA damage in plants grown under normal growth conditions. DNA damage is drastically enhanced in the *sdg2-3 fas2-4* double mutant. Interestingly, in contrast to the telomere shortening by *fas2-4*, *sdg2-3* does not affect telomere length, indicating that DNA damage and telomere length maintenance are unlinked. H3K4 methylation also plays an important function in DNA repair in other organisms. In budding yeast, the H3K4-methyltransferase Set1 is recruited to newly induced double strand break (DSB) sites and induces *de novo* H3K4me3 deposition on the nucleosomes around the DSB site [60]. The *set1* mutant displays reduced capacity to repair DSB by non-homologous end joining [60]. In human cells, H3K4me3 is reduced to an almost undetectable level at DSB sites and an accumulation of the H3K4me3-demethylase JARID1A has been observed at damaged regions [61]-[63]. The mechanisms causing the elevated levels of DNA damage in *sdg2-3* remain currently unknown. Our analysis does not support that a reduced transcription of DNA repair genes causes elevated DNA damage. On the contrary, several DNA repair genes are expressed at higher levels in *sdg2-3* compared to WT (Figure 7C). Regardless of the mechanism involved, elevated DNA damage can seriously challenge stem cell activity. Root and shoot stem cells are particularly sensitive to DSBs caused by physical or chemical agents [64]. Stringent protection of genome integrity is necessary for stem cells to guarantee genetic inheritance and identity in daughter cell populations. Future studies will investigate the mechanisms linking chromatin dynamics and genome integrity maintenance to further appreciate these important features of pluripotency of stem cells.

TrxG and PcG play antagonistic roles in the regulation of cell fate maintenance in animals and plants. In plants, this has been demonstrated primarily in *Arabidopsis* flowering time control and floral organ identity determinacy. In roots, loss of function of the PcG-family member CLF causes increased root length, increased RAM and stem cell activity [29]. These are opposite to the root defects caused by loss of SDG2 function, suggesting that PcG and TrxG also antagonistically regulate root stem cell activity. Further knowledge about the mechanisms of PcG and TrxG function will be essential to understand how cellular pluripotency and cell differentiation have evolved on the way to multicellularity in plants and in animals.

## Materials and Methods

### Plant Materials and Growth Conditions

*Arabidopsis* ecotypes used in this study are from the Columbia accession. The mutant *sdg2-3* and *fas2-4* have been described [39], [55], and the reporter lines *QC25:GUS*, *CYCB1;1:GUS*, *DR5:GUS* and *DR5:GFP* have also been described previously [41], [44], [45], [49]. Higher order combinations of mutants were produced in this study by genetic crosses.

For *in vitro* plant growth, seeds were surface sterilized (70% ethanol and 0.1% Tween 20 for 10 min) and then plated on square plates containing agar Murashige and Skoog medium (MS salts, 1% sucrose, pH 5.8, 0.8% bacto-agar). For phytohormone treatment, the agar MS medium contains the specified concentrations of NAA or BL. The plates were cold-treated for 2 days at 4°C to synchronize germination. Plates were then incubated in a nearly vertical position in a growth cabinet at 21°C under a 16h light/8h dark photoperiod.

### Phenotypic Analysis

For growth comparison, WT and mutant plants were grown side by side on a same plate. Primary root length was determined by measuring from root tip to hypocotyl base. Emerged LR was counted by naked eye observation. All data are mean values of at least 20 plants, and the experiments were repeated twice.

### GUS Assays

GUS activity of WT or mutant seedlings containing *QC25:GUS, DR5:GUS* or *CYCB1;1:GUS* was assayed by incubating whole seedlings in a staining solution comprising 0.04% 5-bromo-4-chloro-3-indolyl-β-d-glucuronide, 50 mM NaHPO_4_ pH 7.0, 2 mM K_4_Fe(CN)_6_, 2 mM K_3_Fe(CN)_6_, 5 mM EDTA, 0.1% Triton X-100 for 3–6 hours at 37°C. Roots were mounted and imaged using a Imager A2 microscope (Zeiss, http://microscopy.zeiss.com). GUS stained LR and primordia were counted from at least 20 plants, and the experiments were repeated three times.

### Dye Staining and Confocal Microscopy

For starch granule staining, roots were immersed for 3 to 5 min in Lugol iodine solution containing 5% iodine and 10% potassium iodide, rinsed with water, cleared with chloral hydrate solution (chloral hydrate: water: glycerol, 8∶3:1, w:v:v). Differential interference contrast (DIC) images were acquired with a Imager A2 microscope (Zeiss). PI staining was performed as previously described [65]. Confocal image analysis was performed using a LSM710 microscope (Zeiss). The excitation wavelength for PI fluorescence was 488 nm and the emitted fluorescence was detected through a 520–721 nm band pass filter. GFP fluorescence imaging of living cells from WT or mutant roots expressing *DR5:GFP* was performed using excitation wavelength at 488 nm and a 493–598 nm band pass filter.

### Gene Expression Analysis

Total RNA was isolated using the TRlzol kit according to standard procedures (Invitrogen, http://www.invitrogen.com). Reverse transcription was performed using Improm-II reverse transcriptase (Promega, http://www.promega.com). Quantitative RT-PCR was performed as described [66]. In all experiments, three biological replicates of each sample and three technical (PCR) replicates were performed. *ACTIN2* was used as a reference gene to normalize the data. The gene specific primers used are listed in Supplemental Table S1.

### Immunostaining and H3K4me3 Detection

Immunofluorescence staining was performed according to the previously described method [53]. Briefly, 4-day-old seedlings were fixed and treated with Driselase (Sigma, http://www.sigmaaldrich.com). After washing, the samples were incubated with the anti-trimethyl-H3K4 antibody (Upstate Catalogue no. 07–473, http://www.millipore.com). Alexa Fluor 488-conjugated anti-rabbit IgG antibodies (Invitrogen, A11008) were used as the second antibody. Imaging was performed using the LSM710 confocal microscope (Zeiss). The H3K4me3 signal was detected using the excitation wavelength at 488 nm and a 493–598 nm band pass filter. The DAPI (4′,6-diamidino-2-phenylindole) staining signal was detected using the excitation wavelength at 405 nm and a 410–585 nm band pass filter. All staining, imaging and processing conditions are strictly the same for the wild-type *Col* and the mutant *sdg2-3*.

### Comet Assay and Telomere Length Analysis

14-day-old seedlings were used for comet assay. Comet assay and the following evaluation were performed as described [25]. Images of comets were captured under the Imager A2 microscope (Zeiss). The comet analysis was performed using CometScore software (http://autocomet.com). 4-week-old seedlings were used in telomere length analysis according to the previously described protocol [55], [56].

### Accession Numbers

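The genes of this list were looked up by locus number on the expression arrays of 15-day-old WT and *sdg2-1* seedlings. Positions are those that the array files give on the build ath1:Jan2004, counted from 1, and signals are log2 values relative to the 75th percentile of the array. *ACTIN2* had 1 probe, on chromosome 3 at 6476949 to 6477008, with a signal of 5.93 ± 0.16 (SD, n = 3) in WT and 4.88 ± 0.10 (SD, n = 3) in *sdg2-1*. *FAS2* had 1 probe, on chromosome 5 at 25853316 to 25853375, with −2.15 ± 0.40 (SD, n = 3) in WT and −1.95 ± 0.14 (SD, n = 3) in *sdg2-1*. *RBR1* was read by a probe on chromosome 3 at 3913716 to 3913775, with −0.43 ± 0.17 (SD, n = 3) in WT, and *BES1* by a probe on chromosome 1 at 6690094 to 6690153, with 3.06 ± 0.10 (SD, n = 3) in WT. The probe of *PLT1*, on chromosome 3 at 7303230 to 7303289, and that of *PLT2*, on chromosome 1 at 18983911 to 18983970, were well above background on 0 of the 6 arrays. *IAA2* was read by a probe on chromosome 3 at 8180901 to 8180960, with a signal of 4.30 ± 0.24 (SD, n = 3) in WT. *IAA34*, with a probe on chromosome 1 at 5182253 to 5182312, had a WT signal of −4.08 ± 0.67 (SD, n = 3) and was well above background on 1 of 3 *sdg2-1* arrays. Of the DNA repair genes, *RAD54* on chromosome 3 at 6652845 to 6652904 had a WT signal of −4.41 ± 1.00 (SD, n = 3), and *PARP1* on chromosome 4 at 1053895 to 1053954 one of −2.99 ± 0.46 (SD, n = 3). Signals of different probes do not rank the genes by expression, because probes differ in their response.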

SDG2– At4g15180, IAA2– At3g23030, IAA14– At4g14550, IAA16– At3g04730, IAA19– At3g15540, IAA28– At5g25890, IAA29– At4g32280, IAA30– At3g62100, IAA34– At1g15050, PLT1– At3g20840, PLT2– At1g51190, RBR1– At3g12280, BES1– At1g19350, ACTIN2– At3g18780, FAS2 – At5g64630, ATR – At5g40820, RAD51 – At5g20850, RAD51c – At2g45280, RAD54 – At3g19210, PARP1 – At4g02390, CEN1– At3g50360.

## Supporting Information

Figure S1 **Histochemical GUS staining patterns of** ***CYCB1;1::GUS*** **in NAA treatments experiments.** The well-characterized marker line *CYCB1;1::GUS* indicate lateral root and lateral root primordia by marking active cell division. 10-day-old *CYCB1;1::GUS*/*Col* and *CYCB1;1::GUS/sdg2-3* seedlings grown on MS medium or MS medium supplemented with 100 nm NAA were collected for histochemical GUS staining. 10-day-old *sdg2-3* produce much less lateral root compared with *Col*. 100 nM NAA treatment drastically induce the lateral root formation in both *Col* and *sdg2-3,* however, the increased number of the LR and primordia was still significantly lower in *sdg2-3* compared to *Col*. Bars = 2 mm.
(TIF) Click here for additional data file.

Figure S2 **Brassinosteroid sensitivity of** ***Col*** **and** ***sdg2-3*** **roots. A**, Effects of exogenous brassinolide (BL) on root elongation of *Col* and *sdg2-3* seedlings. Seeds were germinated and grown on medium containing the indicated concentration of BL. Root length is shown as a mean value obtained from three independent experiments and each experiment of 20 plants. Bar indicates for SD. Application of BL from 1 nm to 100 nm can inhibit the root elongation of *Col* plants. In *sdg2-3* plants, this inhibition of root growth was not very significant, **B**, Effects of exogenous BL on lateral root (LR) formation of *Col* and *sdg2-3* seedlings. LR and primordia were counted using the GUS reporter of 10-day-old *Col* or *sdg2-3* seedlings expressing *CYCB1;1::GUS*. The total number of LR and primordia was divided by root length to report LR formation ability of individual plant. Mean values obtained from three independent experiments and 20 plants per sample per experiment are shown, and bars indicate for SD. Application of BL stimulated lateral root formation in both *Col* and *sdg2-3* plants. However, in all of the BL concentration we tested, the LR and primordia number per root length was still significantly lower in *sdg2-3* compared to *Col*. Our data indicate exogenous BL supply could not fully rescue the mutant root defects.
(TIF) Click here for additional data file.

Table S1 (DOC) Click here for additional data file.

# Supplementary material for: SDG2-Mediated H3K4 Methylation Is Required for Proper Arabidopsis Root Growth and Development
**Source:** PLoS One. 2013 Feb 19;8(2):e56537. doi: 10.1371/journal.pone.0056537
**Supplement:** Table S1

**Table S1.** RT-PCR primers used in this study.

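The table pairs a forward and a reverse primer for each gene whose transcript was amplified. The primers cover the auxin-related *IAA* genes, the stem cell regulators *PLT1* and *PLT2*, the cell cycle gene *RBR1* and the brassinosteroid gene *BES1*, which were measured in roots, and the genes of DNA damage repair. The quantity read in such an assay is the amplification of the transcript between both primers in reverse-transcribed RNA, and the paper sets it against that of *ACTIN2* and against the WT value. Primers for *SDG2* and *FAS2* are not in the table. The expression arrays read the same genes with other probes, in seedlings of another allele, and their values were not used to choose or to check the primers.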

| Primers used in RT-PCR | | |
| --- | --- | --- |
|  | Forward primer | Reverse primer |
| *IAA2* | CGTTGGTTGGCCACCAGTGA | ACGCTTTGAGAAGCTCGGGGT |
| *IAA14* | CAGCTCCTTTACCATGGGGAG | ACCAACGAGCATCCAGTCAC |
| *IAA16* | TGGGATGGCCACCGGTACGA | CACGGTGGCACATGCGGAGG |
| *IAA19* | CGTGGCATCGGTGTGGCCTT | GCTGCAGCCCAAACCCGGTA |
| *IAA28* | GCTCCTCCTTGTCACCAATTCACT | ACTGGAGCTACCTCAACCCTGTTA |
| *IAA29* | TGTGCGATCGAGGGTGCTGC | CGTCTTCCTCGTTGGGCTGGC |
| *IAA30* | GAGACTCGGGCTCAGCTTCGGA | CTCTGCCGCACCGACTCCAT |
| *IAA34* | GCAGCGATCCTCCCCATCCCT | ACGCCACCAAACTCCGTGGTC |
| *PLT1* | AAGCTTCACCATCCGAGACC | CCAGTCCATCGATGTCTTGTGA |
| *PLT2* | CAAGTGGAGGAGCCATCGTT | ACCGGTCCATCTATGTCTTGT |
| *RBR1* | AAAGCCGCTGCTGGTGGAGC | CACCTTTGGCGATCCGGGACA |
| *BES1* | CGCCAGTTCCATGCTCCGGC | GGTAGGCGAGGTTGGCACCAT |
| *ATR* | AACCCACATGCTCAGCGGGC | TCAACCGGCGAGCCTGACCT |
| *RAD51* | CGCCATTTCCCTCCACTCTCAAGC | ACCTGCTGCCTGAAGCTGTTCG |
| *RAD51c* | TGACACACCACGACACAGTCACA | TGGGCTTTATGAAACAATTGGGCCG |
| *RAD54* | TGAGAGACAGGTGGGCACTCC | ACGTCACCTCGTCACCTGCTGA |
| *PARP1* | TGCTCGCGCGAACTCACTTCT | AGCCTCTCCACCAGAACGGCT |
| *CEN1* | TCAACAAAATGATAGCTGATGTGGATA | CTGGAATGCTTTAGTGAGCTCTTCTT |
| *ACTIN2* | AAGTCATCACGATTGGTGCTG | ACCTGAGAACATAGTGGTTCC |

How the deposited data were processed for this re-analysis (not part of the article)

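Gene expression was measured in 15-day-old seedlings of WT and *sdg2-1* on 6 single-colour Agilent arrays, 3 per genotype, that lay on 2 slides. WT replicates 1 and 2 and *sdg2-1* replicate 1 shared a slide, and the other arrays shared the other slide. The dataset of 10-day-old seedlings that the paper names beside it was not analysed here.

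For each array the authors deposited intensity values made with Agilent Feature Extraction 10.5.1.1, namely the processed signal, which is background-subtracted and spatially detrended within the array, and the mean and local background signals from before that step. The authors also deposited a table of log2 values for the 43603 probes, with a median of 9.91 in every column. Its sorted columns differed by at most 7.7e-04, and each column had a Spearman correlation of at least 0.99999 over probes with the scanner signal of its own array, so that its scale is log2 and its values are not centred on genes. The software behind it stays unknown. Control spots and outlier spots, 13 to 19 per array, were left out, and the repeated spots of a probe were averaged.

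Transcript accessions in the files gave the genes of 34185 probes, through the transcripts that the reference table of TAIR10.1 lists for each locus. Locus numbers in the gene column of the files gave those of 2162 more, other accessions 159 and descriptions 70. Of 26642 loci on the arrays, 26377 were found in this table, which also gave symbols and the order of neighbouring genes. Positions on chromosomes are those of the build ath1:Jan2004 in the files. A further 7027 probes were assigned no locus by these steps.

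Signals were log2 processed intensity minus the 75th percentile of the array. The genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the 18882 genes tested; 7760 genes were not tested, 7755 because no probe was well above background on all 3 arrays of either genotype and 5 because such a probe had no value on some array. For *SDG2*, both probes were entered among the tested genes. Of 5720 tested genes with more than 1 probe that passed the filter, 118 were misregulated, and for all 118 the other probes had the same sign. Transcription factor genes were found by a fixed list of terms in the array descriptions, or in reference symbols where no description was informative. They were compared by two-sided Fisher's exact tests, and as a set by camera and fry of limma. Tables were prepared with pandas 2.3.3 in Python 3.11.15 and figures with matplotlib 3.10.9.

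The genes named are every gene for which the paper gives a locus number; *FLC*, *ATX1*, *ATX2*, *ATXR7* and *CLF*; the 5 misregulated genes with the largest fitted rise and the 5 with the largest fitted fall among those whose 3 *sdg2-1* arrays lie beyond all 3 WT arrays; and by the same rule the 5 downregulated transcription factor genes with the largest fitted fall. Probes near background have only bounds, so that their rank is not measured. This rule, the tests and the thresholds were set before the data were examined, as were the alternatives, except those said to have been chosen after seeing the data.

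The replicate numbers were checked for pairing by the correlation over genes of the deviations from the genotype means. It was 0.610 for the number 1, 0.579 for the number 2 and 0.577 for the number 3, each above 0.1, so that the numbers count as pairing the samples. WT replicate 2 and *sdg2-1* replicate 3 correlated as well (0.578), so that the pairing rests on the distance of replicate 1 from the others and does not tell replicate 2 from replicate 3. The labels give the numbers but do not say what a number marks. The names of the deposited files number the arrays in another way than the sample titles, with another number for replicate 1 of both genotypes and letters for replicates 2 and 3. The titles were used, and what the block marks stays open. The fit with the replicate number as a block was an alternative.

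Other alternatives were quantile and median scaling, normexp background correction with an offset of 50, the table of log2 values from the authors, no filter and a stricter filter on dim probes, the mean over the probes of a gene, the slide as a block, a trended and robust variance, other thresholds, and leaving out each array in turn, where the remaining arrays share 1 estimate of the spread. The averaging of replicates 2 and 3, the removal of a trend on probe GC content, the replicate block combined with other thresholds, the bounds without 1 array and the bounds of probes above background on some arrays only were added after seeing the data.

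The comparison of *sdg2-1* with WT was tested on simulated data for 18882 genes, of which 200 were changed. With the spread of the fit, 62.5% of the changed genes were recovered, with 9 false calls. With replicate differences added, 54.5% were recovered without the block and 64.0% with it. With replicates 2 and 3 averaged and no block, 0 of the 200 were recovered, so that a design of that size makes no calls of changes of the simulated sizes. Larger changes, and the averaged fit with the block, were not simulated. With independent replicates and 1 array left out, 80 to 87 calls were made, against 134 with all arrays.

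With 3 arrays per genotype, an exact permutation test of a single gene cannot go below p = 0.1, so that adjusted p values rest on the spread that limma shares between genes. Array signals give no counts, and no interval for depth was computed.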

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

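The test of distance to misregulated genes was set before its result was seen; the counts without single arrays and with replicates 2 and 3 averaged were chosen afterwards. Probes to which no gene was assigned here are outside the genes tested, and some of them differed between the genotypes. Of 2388 such probes tested with limma, 54 passed the thresholds used for genes, 22 of them higher and 32 lower in *sdg2-1*. This is 2.26% of them, against 2.46% of the probes with a gene. With the replicate number as a block, 126 passed. Without WT replicate 1 there were 150 and without *sdg2-1* replicate 1 there were 138. There were 0 without any 1 of the arrays of replicates 2 and 3, with 304 to 367 at an unadjusted p under 0.05, and 0 with replicates 2 and 3 averaged, with 156 at an unadjusted p under 0.05 compared with 496 for all arrays.

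A technical explanation is that these probes read parts of misregulated genes that the assignment of probes to genes left out. Of the 54 probes, 46 have a position, and 9 of these (19.6%) lie within 2000 bases of a probe of a gene misregulated in the same direction, compared with 0.875% of the probes without a gene that did not pass (two-sided Fisher's exact test, p = 1.78e-09). This may account for a part of them. Since 19.6% is far from most, it argues against parts of misregulated genes within that distance as the whole cause. Cross-hybridization with other transcripts was not tested. The dependence on replicates 2 and 3 stays open for these probes as it does for genes. A difference between the genotypes at transcripts without an assigned gene stays among the open explanations.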

How the results depend on the processing

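The replicates 2 and 3 averaged, the GC trend, the combinations of the block with other thresholds, the bounds without 1 array and those of probes above background on some arrays only were chosen after seeing the data; all other alternatives were set beforehand. Each cause below was not tested unless it is named.

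The 510 misregulated genes (1.91% of the genes on the arrays) became 523 with quantile normalization, 537 with median scaling, 452 with normexp, 520 with the values of the authors and 517 with the mean over probes. No filter on background gave 358, a filter on all arrays 362 and the trended variance 416. Removing the GC trend gave 521. Median scaling made 59.6% of the calls lower, compared with 52.7%, and the filter on all arrays 61.0%. No scaling moved the median log2 fold change of all genes by more than 0.1.

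The replicate block gave 1179 genes (4.43%), and 1169 with the GC trend removed as well. The slide as a block gave 255 (0.957%), of which 241 were among the 510. An adjusted p under 0.01 gave 34 (0.128%), an unadjusted p under 0.05 with a 2-fold change 1489 (5.59%) and a 2-fold change alone 2188 (8.21%). Dropping the fold minimum or setting it at 1.5 gave 665 each (2.50%). The block with other thresholds gave shares of 8.76% with no fold minimum, 7.98% at 1.5-fold, 6.88% with an unadjusted p, 8.21% with a 2-fold change alone and 0% at an adjusted p under 0.01, where limma gave 6771 genes an unadjusted p under 0.05.

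Leaving out 1 array gave between 1 and 1388 misregulated genes (0.00375% to 5.21%): 1388 without WT replicate 1, 1213 without *sdg2-1* replicate 1, 6 without WT replicate 2, 1 without WT replicate 3, 1 without *sdg2-1* replicate 2 and 2 without *sdg2-1* replicate 3. The unadjusted p was under 0.05 for 2400 genes or more in each case. With replicates 2 and 3 averaged, limma called 0 genes (0%), and 0 (0%) with the replicate block as well, with 1199 and 2818 genes at an unadjusted p under 0.05. The averaged design has 2 samples per genotype, and without the block it recovered 0 of the changed genes in simulated data. Its 0 without the block therefore says nothing about the stability of changes of the simulated sizes. Changes as large as those of the genes named for large rises and falls were not simulated, nor was the averaged fit with the block. Simulated independent replicates with 1 array left out still gave 80 to 87 calls, so that fewer arrays alone do not explain the counts of 1 to 6.

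Both *SDG2* probes stayed lower under all alternatives that gave a value, and the filter on all arrays gave none. Both probes have bounds, because *sdg2-1* signals lie in the background, and their fitted values are not measured folds. The fitted fall of the brighter probe was smallest with normexp, at −5.03, and −6.33 with the slide block. It ranged from −7.78 to −6.26 with 1 array left out, and its adjusted p rose to between 0.113 and 0.122 without any 1 of the arrays of replicates 2 and 3. The fitted values of the other probe were −2.89 with normexp and from −5.06 to −4.65 with 1 array left out. Its adjusted p was 0.0595 without WT replicate 3, 0.0758 without *sdg2-1* replicate 2 and 0.0778 without *sdg2-1* replicate 3. With replicates 2 and 3 averaged, the brighter probe had −6.38 (adjusted p 0.550 without the block and 0.234 with it), and the other a fitted −4.93 (adjusted p 0.528 without the block and 0.222 with it).

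Transcription factor genes among the downregulated ones numbered 17, and 54 with the replicate block, 10 with the slide block, 70 with an unadjusted p, 100 with a 2-fold change alone, 0 at an adjusted p under 0.01 and 0 with replicates 2 and 3 averaged, with or without the block. Without 1 array they numbered between 0 and 60. Against the other tested genes, the odds ratio of 1.14 became 1.63 with the replicate block (Fisher's exact p = 0.00137), 1.71 with an unadjusted p (p = 8.64e-05) and 1.69 with a 2-fold change alone (p = 5.48e-06). It fell below 1 with quantile normalization (0.991), median scaling (0.885) and the values of the authors (0.998), and was 0 at an adjusted p under 0.01. With 1 array left out it ranged from 0, without WT replicate 2, to 1.66, without *sdg2-1* replicate 1 (Fisher's exact p = 0.00134). Against the upregulated genes, the odds ratio of 1.02 was reversed, at a Fisher's exact p of 0.269 or more, with quantile normalization (0.710), median scaling (0.662), normexp (0.964), the values of the authors (0.712), no filter (0.962), the filter on all arrays (0.819), the mean over probes (0.940), the trended variance (0.800) and an adjusted p under 0.01 (0). With 1 array left out it ranged from 0 to 0.976. Without WT replicate 3, *sdg2-1* replicate 2 or *sdg2-1* replicate 3, no gene was downregulated and no ratio could be had. The set test of transcription factor genes (camera, p = 0.0990) gave 0.0443 with quantile normalization, 0.0464 with normexp and 0.0448 with the values of the authors, in the same direction; its other alternatives lay between 0.0708 and 0.338. With the estimated correlation (0.104) it gave 0.00965, 0.0119 and 0.00960 in these settings, 0.0276 with the replicate block, 0.0435 with the filter on all arrays and 0.0543 or more otherwise. Fry (0.176) gave 0.0473 with quantile normalization, 0.0459 with the values of the authors, 0.0480 with the filter on all arrays, 0.0129 with the replicate block, 0.0353 with the slide block and 0.0640 or more otherwise, with the direction reversed without *sdg2-1* replicate 1 (0.215).

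Of the genes of Figure 4C, 4 passed at an adjusted p under 0.05; 2 passed with median scaling, no filter, the filter on all arrays or the slide block, and 0 with replicates 2 and 3 averaged, where an unadjusted p under 0.05 was reached by 5 without the block and by 4 with it. Without 1 array, between 0 and 7 passed: 7 without replicate 1 of either genotype and 0 without any 1 of the others, with 7 to 9 at an unadjusted p under 0.05. Adjusted over the list alone, 9 became 2 with replicates 2 and 3 averaged, with or without the block. Of the genes of Figure 7C, 0 passed and 1 had an unadjusted p under 0.05; without 1 array, between 0 and 1 passed, the 1 being without WT replicate 1. Adjusted over the list alone, the 0 became 1 with quantile normalization, median scaling, normexp or the values of the authors, and between 0 and 2 without 1 array, the 2 being without WT replicate 1.

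Changes near 0 that did not pass turned sign. *RAD51c*, at 0.01, had −0.0690 with quantile normalization, −0.0675 with the values of the authors, −0.0777 with median scaling and −0.0327 with normexp, and from −0.0665 to 0.109 with 1 array left out. *ATR* had −0.0175 with normexp. *ATX2*, at 0.03, had −0.0616 with median scaling and from −0.0210 to 0.0577 with 1 array left out. *ATX1* ranged from −0.231 to 0.585 and *FAS2* from −0.0328 to 0.341 with 1 array left out, negative without WT replicate 1. Of the 34 other named genes tested, none turned with the replicate block, which changed no call other than those given above; 15 to 16 lost an adjusted p under 0.05 without any 1 of the arrays of replicates 2 and 3, and 17 with these averaged. Signal over background limits which genes could be tested, and 43.1% of the misregulated genes lay in the dimmest of 5 equal groups of those tested.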

Differences from the paper's values

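The paper states that about 10% of all genes are misregulated in *sdg2*, a value given for 15-day-old and 10-day-old seedlings together, and the arrays of 15-day-old seedlings gave 1.91%. Of the alternatives set before the data were examined, a 2-fold change with no p-value gave 8.21%, which is within 1.5 times the value of the paper. The others all differed: between 0.957% and 4.43% for other scalings, filters, blocks and variance models, between 0.00375% and 5.21% with 1 array left out, between 0.128% and 5.59% for other thresholds with a p-value, and 2.70% over the genes tested. Among settings chosen after seeing the values, the replicate block with no fold minimum gave 8.76%, with a 1.5-fold minimum 7.98%, and with an unadjusted p under 0.05 and a 2-fold change 6.88%, each within 1.5 times the value of the paper. The block leaves the fold of a gene as it is, so that with a 2-fold change alone it gave the same 8.21% and adds no further setting. The block with an adjusted p under 0.01 gave 0%, and so did replicates 2 and 3 averaged, with or without the block. The paper's text lists none of its misregulated genes, so that no count of its genes dropped by these settings could be made.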

Other observations

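The tests of the batch, the slide and the single RNA sample behind replicates 2 and 3, the averaging of replicates 2 and 3, the removal of the GC trend, the shared words in descriptions, the directions by signal, *ACTIN2*, the genes upstream of *SDG2*, the bounds without 1 array and those of probes above background on some arrays only were chosen after seeing the data. Leaving out single arrays was planned beforehand, and its reading as closeness of replicates 2 and 3 came afterwards. The other tests were set before their results were seen.

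The 6 arrays can be parted in 10 ways into 3 and 3. The real split gave 510 misregulated genes with limma, and the 9 others gave 0, with 6 to 1827 genes at an unadjusted p under 0.05; 1 of 10 splits was as large, so that chance cannot be excluded with this number of arrays. The split by slide gave 0 genes, with 1746 at an unadjusted p under 0.05. Of the 4 splits that part all replicate pairs, the real one included, the 3 others gave 0 genes, with 7 to 967 at an unadjusted p under 0.05. Only 1 of all the other splits, WT replicate 1 with *sdg2-1* replicates 2 and 3, kept replicates 2 and 3 of each genotype together. It gave 0 genes, with 967 at an unadjusted p under 0.05. The rest part near-identical arrays, which by itself can leave no calls, so that their 0 genes decide little. After the trend on probe GC content was removed, 96.9% of the calls were kept, and 96.7% with the replicate block, which argues against GC content as their cause. Dim probes held more than an even share, with 43.1% of the calls in the dimmest of 5 equal groups of the tested genes, but not most of them. The share of lower calls was 52.7%, and the scaling that moved it most, that to the median, gave 59.6%. Higher calls were the more frequent without *sdg2-1* replicate 1, with 573 lower and 640 higher (47.2% lower). So they were at an adjusted p under 0.01, with 16 lower and 18 higher. The replicate block with no fold minimum, chosen after seeing the data, gave 1145 lower and 1190 higher. Without WT replicate 2 there were 1 lower and 5 higher. Without WT replicate 3, *sdg2-1* replicate 2 or *sdg2-1* replicate 3 the 1 or 2 calls were all higher. With every scaling, filter and variance model, lower calls were the more frequent. The direction went with the signal: 77 calls were lower and 143 higher in the dimmest of 5 equal groups, whereas 58 were lower and 7 higher in the brightest. With quantile normalization these were 107 and 128, and 41 and 14, and with the replicate block 175 and 308, and 128 and 27.

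Replicate 1 of both genotypes lay apart from replicates 2 and 3. The deviations of WT replicate 1 and *sdg2-1* replicate 1 from their group means correlated at 0.610 over genes, which are not independent replicates, and this is consistent with a batch that both share. The correlations between arrays argue against the slide as that batch. WT replicates 2 and 3 lay on different slides and had a Spearman correlation of 0.9986, whereas WT replicates 1 and 2 shared a slide and had 0.914. Growth conditions or harvest of replicate 1 stay open and were not tested.

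Replicates 2 and 3 of each genotype lay close together. The variance of their differences at repeatedly spotted probes was 7.69 times that of the spots in WT and 4.11 times in *sdg2-1*, while every other pair of arrays had 249 or more. A second labelling and hybridization of 1 RNA sample also adds variance, and so would similar plants, so that the possibilities cannot be told apart. The differences between replicates 2 and 3 did not go together between genotypes (correlation −0.00475). The calls rested on this closeness: at most 6 genes were misregulated when 1 of these arrays was left out, and 0 with both averaged, where the design with 2 samples per genotype could not recover simulated changes either and 1199 genes had an unadjusted p under 0.05. The 510 genes are therefore open to an underestimated spread if replicates 2 and 3 are not independent.

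Misregulated genes lay beside each other more often than by chance. There were 29 pairs of neighbouring tested genes called in the same direction, 15 higher and 14 lower, against a median of 7 and at most 15 in 1000 shuffles (permutation p = 0.001, the smallest they can give). With the replicate block there were 90, against a median of 37 and at most 55. Leaving out neighbours with the same description left 27 pairs, which decides little, since copies of a gene often carry different descriptions. Leaving out neighbours that share a word of their descriptions left 17 pairs, against a median of 6 and at most 15. This argues against neighbours with a shared word as the whole cause, but related neighbours without a shared word were not left out. Such neighbours, reading through from one gene to the next and shared regulation of neighbours may explain the 17 pairs, and none of these was tested.

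Around *SDG2* on chromosome 4, 0 of the 50 tested genes on each side were misregulated by limma, with 10 at an unadjusted p under 0.05, where windows of that size had a median of 2; with the replicate block there were 6, equal to the median of 6. This argues against a linked change close to the mutated gene. Farther upstream, *XTH15*, *EDA36* and *UNE15* lie 525137, 630163 and 782362 bases from the *SDG2* probe, and 3 of the 20 largest fitted changes, whose order is not measured for probes near background, lie among the 250 tested genes upstream. In 323 of 1000 shuffles some window of 250 tested genes held as many, and 0 of 1000 did so in this very segment. The highest window of that size held 4, with *OSM34* beside these genes, and 31 of 1000 shuffles held as many in some window. The segment and the window size were singled out from the result, so that chance and a linked difference farther from *SDG2* cannot be told apart.

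In the same seedlings, *FLC* was well above background on 2 of 3 WT arrays and 0 of 3 *sdg2-1* arrays, so that it was not tested. The log2 signals of 1 of its 3 probes were −6.42, −1.03 and −0.86 in WT and −8.13, −6.63 and −6.45 in *sdg2-1*. WT replicate 1 was not above background and shows no fall beyond it. Without WT replicate 1, the 3 probes gave bounds of at least 32.9-fold, 27.0-fold and 35.1-fold lower in *sdg2-1*. With the background signal of WT replicate 1 taken as it is, the same calculation gave 9.30-fold, 8.96-fold and 10.7-fold over all arrays. Without WT replicate 3 it gave 4.80-fold, 5.03-fold and 5.78-fold. These values that include WT replicate 1 are not true bounds, because its signal was not measured above background. Of the genes of the floral transition, *AGL8* had a log2 fold change of 2.94 (adjusted p = 0.0289), *AGL20* 0.61 (0.335), *SEP3* 0.02 (0.995) and *FT* a fitted −2.37 (0.275), at least 4.29-fold lower with 2 of 3 *sdg2-1* arrays above background; *AP1*, *LFY* and *CAL* were not tested. As a set of 4 they were not higher by camera (p = 0.355, and 0.401 with the estimated correlation), but fry gave p = 9.14e-04. An earlier floral transition in *sdg2-1* and its absence cannot be told apart with 4 genes. These genes were chosen before their values were seen.

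Of 16 tested probes described as transposons or retroelements, limma called 0 (0%), and 3 had an unadjusted p under 0.05, all of them higher in *sdg2-1*. Other probes were called at 2.45%, so that fewer than 1 call would be due by chance and a release of transposons cannot be told apart from none.

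The genes that the paper measured by RT-PCR in another allele, *sdg2-3*, were also read by the arrays in *sdg2-1* seedlings. Of the 12 genes of Figure 4C, 10 were tested, 9 of them lower and 1 higher in *sdg2-1*; 4 had an adjusted p under 0.05 over all genes tested and 9 adjusted over the list alone. All 8 *IAA* genes were lower, under each scaling as well. *IAA16* had a log2 fold change of −1.80, *IAA30* −2.03, *IAA19* −1.13 and *BES1* −0.91 (adjusted p = 0.0120, 0.0170, 0.0391 and 0.0495, that of *BES1* being above 0.05 under each other scaling), while *IAA29* had −2.43, *IAA34* −1.86, *IAA2* −1.21, *IAA14* −0.72 and *IAA28* −0.55 at an adjusted p of 0.0677 or more. *IAA30* and *IAA34* were well above background on 1 of 3 *sdg2-1* arrays, so that their changes are fitted values, with bounds of at least 3.13-fold and 3.17-fold lower. The adjusted p of *IAA19* was above 0.05 with median scaling (0.0566), no filter on background (0.0614) and the slide block (0.0654). Those of *IAA16* and *IAA30* stayed under 0.05 in these settings. *RBR1* had 0.46 (adjusted p = 0.186). The paper reports higher transcript levels of *IAA14*, *IAA19*, *IAA28*, *IAA29*, *IAA34* and *RBR* in *sdg2-3* roots, unchanged levels of *IAA2*, *IAA16* and *IAA30*, a slightly lower level of *BES1*, and a lower level of *PLT1* but not of *PLT2*, of which neither was above background on the arrays. Without replicate 1 of either genotype 7 of the genes passed, and 0 without any 1 of the other arrays, with 7 to 9 at an unadjusted p under 0.05. Of the 6 genes of Figure 7C, 4 were higher and 2 lower, 0 had an adjusted p under 0.05 over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05, *PARP1* with 0.92 (adjusted p = 0.114). Without WT replicate 1, 1 passed over all genes and 2 adjusted over the list alone. With quantile or median scaling and with the values of the authors 3 were higher, and with normexp 2.

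*ACTIN2*, the reference of the RT-PCR, was lower in *sdg2-1* on the arrays, with a log2 fold change of −1.06 (adjusted p = 0.0286). It was lower under every scaling, with a fall as small as −0.57 under normexp, but its adjusted p was 0.163 with quantile normalization, 0.166 with the values of the authors and 0.204 with normexp, so that a change of *ACTIN2* and the scaling of the arrays cannot be told apart. Relative to *ACTIN2*, 6 of the 10 tested genes of Figure 4C were lower and 4 higher, and all 6 genes of Figure 7C were higher. Without any 1 of the arrays of replicates 2 and 3 the adjusted p of *ACTIN2* lay between 0.115 and 0.169.

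Of the other chromatin regulators named in the paper, 5 were looked up: *ATX1* had 0.23 (standard error 0.45), *ATX2* 0.03, *ATXR7* 0.18, *CLF* −0.14 and *FAS2* 0.19 on the log2 scale, with adjusted p from 0.538 to 0.929. *ATX1*, *ATX2* and *FAS2* turned sign under some settings, and 3 arrays per genotype leave small changes open.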
